A study of Mus musculus with 2 samples. Its data were reported in "Pericytes contribute to pulmonary vascular remodeling via HIF2α signaling" (2024).

How the data were processed

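Gene expression was measured in 2 libraries made with the droplet-based Chromium Single Cell 3' chemistry, 1 from Normoxia and 1 from Hypoxia lungs. The authors deposited raw UMI counts per gene and cell barcode, with no normalization; per the file headers the matrices came from Cell Ranger, and the study's methods state alignment with STAR to the mouse genome mm10. Each count is the number of distinct UMIs, so copies made by amplification were already collapsed. The labels speak of replicates, but 1 matrix per group was analysed and whether animals had been pooled is not stated, so each group counted as 1 library. The study describes a whole-lung preparation depleted of CD45-positive and CD326-positive cells, whereas the labels of these libraries describe sorted reporter cells.

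Genes detected in fewer than 3 cells were left out of the clustering. Following the study's methods, barcodes with 200 to 6000 detected genes and at most 5% mitochondrial UMIs were retained. The study elsewhere gives a maximum of 4000 genes, tried here as an alternative, and does not state whether either filter was applied to these 2 libraries; its own data are described under another series. In the Normoxia library 29 barcodes fell below the gene minimum and 51 exceeded the mitochondrial maximum; in the Hypoxia library these numbers were 19 and 146. The cells of both libraries were clustered together with scanpy 1.11.5 after log-normalization to 10000 UMIs per cell, with 2000 variable genes (without the contractile and HIF target lists, Epas1 and Hif1a), 15 principal components, 15 neighbours and Leiden resolution 1.0. Doublets were not removed from the main result; Scrublet marked 1 Normoxia and 2 Hypoxia cells.

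The marker genes of 18 cell classes were fixed before the data were examined, but the rule that turns markers into names was not. It was set after the clusters had been seen. A marker counted for a cluster when it was detected in at least 25% of its cells, the minimum in the study's methods, and had at least 2 times the median CPM over clusters. A cluster took the name of the class with most such markers if there were at least 3, if no other class had as many, and if no other class had more markers among the 10 leading genes by fold. A cluster in which most cells had fewer UMIs than the median of their library divided by 3 also needed a marker among its leading genes. A detection minimum of 20% was tried first, and 0 clusters had another name under it. For cluster 6, 24 versions of the rule were run (4 detection minimums, 3 fold minimums, and ties left unnamed or given to the first class), because its name decides which cells answer the questions on pericytes. A reading of this cluster as pericyte-like is therefore carried through the results as an alternative. When no cluster was pericyte-like, all retained cells were used, as fixed beforehand; the same step for mural-like cells was chosen after the clusters had been seen.

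UMIs were summed per library over the cells of a class and divided by all UMIs of those cells to give CPM. Sums have exact Poisson intervals, ratios an exact conditional binomial interval, and shares an exact Clopper-Pearson interval, each at 95% confidence and covering counting error only. A count of 0 was taken to allow up to 3 counts. Cells are not replicates, so no test was made. Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs, in 1 random draw per set of cells. The median log2 ratio of each gene list (genes with at least 20 UMIs over both libraries) was placed among 10000 random lists of the same size matched on mean expression. The named genes followed a rule fixed beforehand: mean CPM of at least 50, detection in at least 10% of cells of 1 library, and the 5 highest and 5 lowest log2 ratios whose interval left out 0, without mitochondrial, ribosomal protein, Gm and Rik genes; the study's own genes were added. Gene positions come from GENCODE M21 on GRCm38, the assembly of mm10, matched by gene identifier.

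The calculation of ratios was tested on simulated counts for the comparison of Hypoxia with Normoxia over all retained cells. Among 3068 genes, of which 200 were changed by known factors, 95.7% of the intervals held the true value and 99.5% of the changed genes were recovered with the right sign. The simulated sums followed the Poisson counting that the intervals assume, and no single cells were simulated. This checks the calculation, and not how the intervals perform where a few cells hold most UMIs of a gene.

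Alternatives fixed before the data were examined were another mitochondrial and gene maximum, doublet removal, other resolutions, variable genes and numbers of components, other totals and scaling, equal weight per cell, cells chosen by Cspg4 or Pdgfrb, other list minimums and other thinning depths. Endothelial cell-like cells, the same without cluster 7, and cluster 6 taken as the pericyte-like or mural-like cells were added after the data had been seen.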

Results

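Single-cell RNA sequencing was carried out on mouse lung cells from the NG2tdT line, in which tamoxifen switches on the red fluorescent protein tdTomato in cells that express NG2 (gene Cspg4) and in their descendants. NG2 is a proteoglycan of pericytes, the cells that wrap capillaries, and of some smooth muscle cells. According to the labels, tdTomato-positive cells were sorted from the lungs of mice labelled Normoxia and of mice kept at 10% inspired oxygen for 21 days, labelled Hypoxia. There was 1 library per group. No replicate spread could be measured, no test between groups was made, and every difference is a difference between these 2 libraries. Intervals are 95% intervals that cover counting error only.

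The Normoxia library held 373 cell barcodes with 1323874 unique molecular identifiers (UMIs, each standing for 1 captured transcript), with a median of 2984 UMIs and 1315 genes per barcode. The Hypoxia library held 613 barcodes with 1989423 UMIs, with a median of 2506 UMIs and 1145 genes. After the filters 293 Normoxia cells (78.6%) and 453 Hypoxia cells (73.9%) were retained, with a median of 3135 and 2818 UMIs.

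The first question was which cells the libraries, labelled as sorted, held. Joint clustering gave 14 clusters. Clusters 1, 2, 7 and 8 were endothelial cell-like and made up 113 of 293 Normoxia cells (38.6%, exact binomial interval 33.0 to 44.4%) and 212 of 453 Hypoxia cells (46.8%, 42.1 to 51.5%). T or NK cell-like cells made up 4.44% (2.38 to 7.47%) of Normoxia and 16.6% (13.3 to 20.3%) of Hypoxia cells. B cell-like cells made up 10.6% (7.30 to 14.7%) and 12.1% (9.28 to 15.5%). Fibroblast-like cells made up 13.3% (9.64 to 17.7%) and 4.64% (2.89 to 7.00%). Neutrophil-like cells made up 0.683% (0.0828 to 2.44%) and 6.18% (4.15 to 8.81%), with a median of 717 UMIs. Macrophage or monocyte-like cells made up 3.07% (1.41 to 5.75%) and 7.73% (5.44 to 10.6%). The unnamed cluster 10, with 6 macrophage or monocyte markers, is not counted there and went the other way (6.48% and 2.21%). The difference in this class thus depends on the naming rule. Clusters 1, 3, 9 and 13 came mostly from the Hypoxia library and clusters 6 and 12 mostly from the Normoxia library, and such a cluster can reflect a library rather than a cell type.

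**Figure D1:**
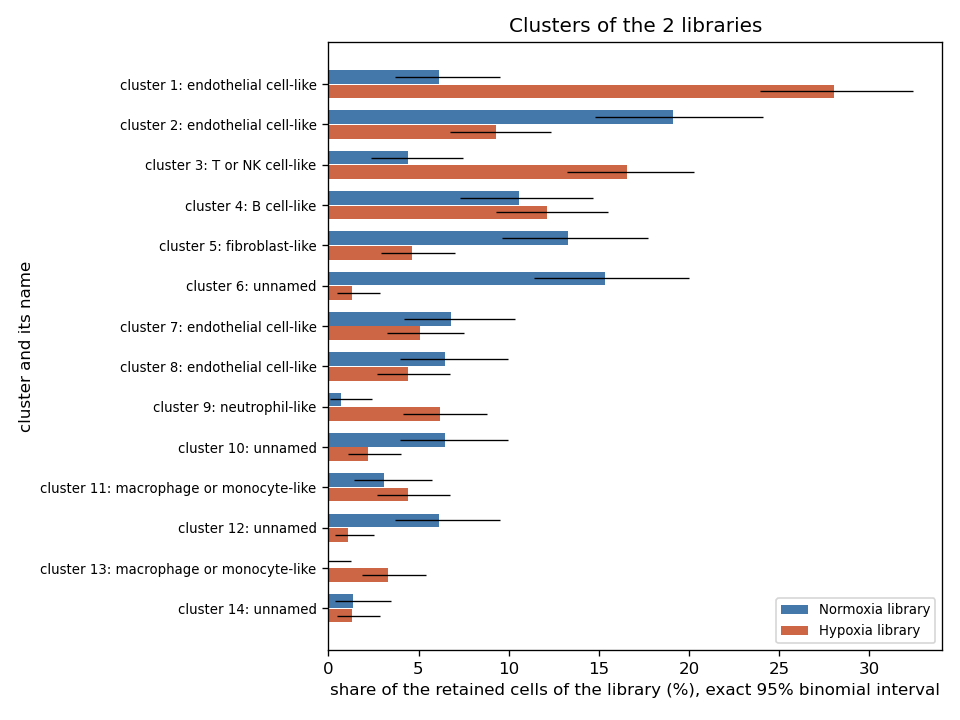
Share of the retained cells of each library (horizontal axis, %) in each of the 14 clusters (vertical axis, with the name each received); bars are the Normoxia and Hypoxia libraries and lines are exact 95% binomial intervals. Cluster 6 held 15.4% of Normoxia and 1.32% of Hypoxia cells.

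No cluster met the rule for a pericyte-like or smooth muscle cell-like name. The pericyte-like share was thus 0 of 293 Normoxia cells and 0 of 453 Hypoxia cells. This outcome follows from the naming of whole clusters, by a rule set after the clusters had been seen, and is not a count of single pericytes, so no counting limit is given for it. Cluster 6 had 5 fibroblast markers and 4 pericyte markers (Pdgfrb, Abcc9, Kcnj8 and Rgs5) above the thresholds, but pericyte and smooth muscle markers rather than fibroblast markers among its leading genes. It was unnamed under 15 and pericyte-like under 9 of the 24 versions of the rule that were tried. This cluster held 45 of 293 Normoxia cells (15.4%, 11.4 to 20.01%) and 6 of 453 Hypoxia cells (1.32%, 0.488 to 2.86%). The other unnamed clusters were cluster 10 (6.48% of Normoxia and 2.21% of Hypoxia cells), cluster 12 (6.14% and 1.104%) and cluster 14 (1.37% and 1.32%). Cluster 10 had 6 macrophage or monocyte markers, but a platelet or megakaryocyte marker (Pf4) among its leading genes. Cluster 12 had 2 T or NK cell markers and 2 erythroid markers. Cluster 14 had 8 endothelial and 5 lymphatic endothelial markers, with 3 of the latter among its leading genes.

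Single cells were then examined for the 4 genes with which the study defined pericytes. Cspg4 (chromosome 9, 56865033 to 56899870, GRCm38), the gene behind the sort, had a UMI in 1 of 293 Normoxia cells and 2 of 453 Hypoxia cells. Pdgfrb (chromosome 18, 61045150 to 61085061) had a UMI in 27 and 10 cells, Cox4i2 (chromosome 2, 152754173 to 152765037) in 12 and 4 cells, and Higd1b (chromosome 11, 102835849 to 102838040) in 4 and 4 cells. At least 2 of these 4 genes were detected in 6 Normoxia cells (2.05%, 0.755 to 4.40%) and 3 Hypoxia cells (0.662%, 0.137 to 1.92%). The reporter transcript itself was not analysed here.

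The second question was whether Epas1, the gene for HIF2α (chromosome 17, 86753700 to 86833410), was higher in pericytes after hypoxia. With no pericyte-like cluster, the rule set before the data were examined took all retained cells, which does not answer the question for pericytes. Over all retained cells Epas1 had 538 UMIs in Normoxia and 1194 UMIs in Hypoxia, or a CPM (UMIs of the gene scaled by all UMIs of the cells) of 484 and 750, a log2 ratio of 0.63 (0.48 to 0.78). The alternative that moved it most was the set of cells with a UMI of Cspg4 or Pdgfrb, 27 Normoxia and 12 Hypoxia cells, with a log2 ratio of 1.63 (0.95 to 2.34). In those cells the share with an Epas1 UMI was 11.1% (2.35 to 29.2%) in Normoxia and 8.33% (0.211 to 38.5%) in Hypoxia, so every Hypoxia Epas1 UMI of this set lay in 1 cell. Its 50 Epas1 UMIs cannot lie outside endothelial cell-like cells, which held 1171 of the 1194 Hypoxia Epas1 UMIs. In Hypoxia that class held 0 Pdgfrb UMIs and 1 Cspg4 UMI. The ratio of this set is therefore no evidence on Epas1 in pericytes. In cluster 6 Epas1 had 5 UMIs in Normoxia and 0 in Hypoxia, and a difference was not detectable at this depth.

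The endothelial cell-like cells, chosen for comparison after the clusters had been seen, held 514 of the Normoxia and 1171 of the Hypoxia Epas1 UMIs. Their Epas1 level was 1494 CPM in Normoxia and 1571 CPM in Hypoxia, a log2 ratio of 0.072 (-0.079 to 0.22). Of the 4 clusters only cluster 7 was higher in Hypoxia, with a log2 ratio of 2.95 (2.25 to 3.73). The log2 ratio was -0.43 (-0.69 to -0.18) in cluster 2, -0.28 (-0.60 to 0.056) in cluster 1, which held 648 of the 1171 Hypoxia UMIs, and -0.12 (-0.56 to 0.32) in cluster 8. Without cluster 7 the log2 ratio of the class was -0.32 (-0.47 to -0.16).

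**Figure D2:**
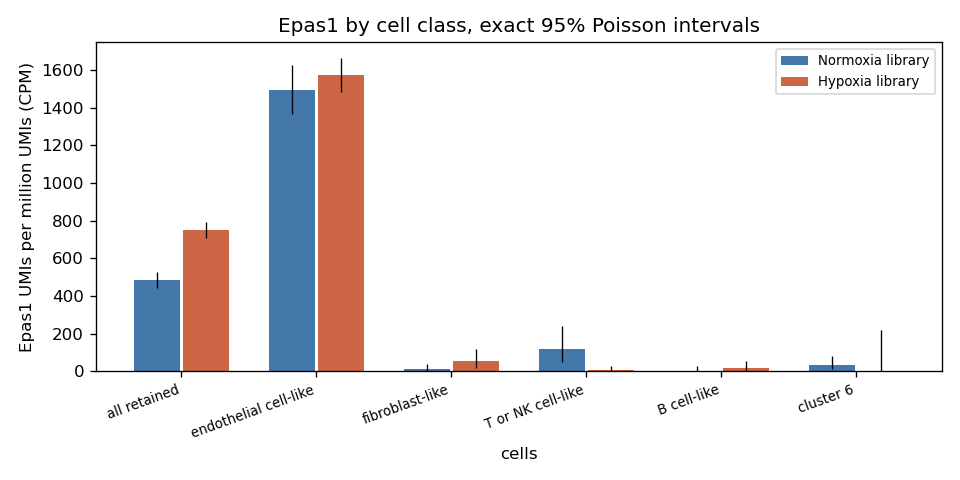
Epas1 level (vertical axis, CPM) in all retained cells, in 4 named classes and in cluster 6 (horizontal axis) of the Normoxia and Hypoxia libraries; lines are exact 95% Poisson intervals. Endothelial cell-like cells stood at 1494 and 1571 CPM.

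After each cell was thinned to 1000 UMIs, Epas1 was detected in 87 of 287 Normoxia cells (30.3%, 25.05 to 36.0%) and 148 of 418 Hypoxia cells (35.4%, 30.8 to 40.2%), with 6 and 35 shallower cells left out. The difference of 5.09 percentage points had an interval of -2.20 to 12.2. Without thinning the shares were 37.9% and 47.2%. Among endothelial cell-like cells the thinned shares were 70.4% (60.8 to 78.8%) and 75.0% (68.5 to 80.8%), with 5 and 8 shallower cells left out, and the shares without thinning were 85.8% and 92.5%. Each thinned share came from 1 random draw, made separately for each set of cells. The intervals do not cover the spread between draws. In their own draw 153 Hypoxia endothelial cell-like cells were positive, more than the 148 in the draw for all retained cells. As a background from free RNA, T or NK cell-like cells had Epas1 in 0 of 13 and 0 of 75 thinned cells, and in 1 of 13 and 2 of 75 cells without thinning. The Normoxia cell held 7 Epas1 UMIs. The median depth of the T or NK cell-like cells was 3866 and 3132 UMIs, against 2636 and 2829 UMIs in endothelial cell-like cells. B cell-like cells had Epas1 in 0 of 31 Normoxia and 2 of 54 Hypoxia thinned cells (3.70%, 0.45 to 12.7%).

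Hif1a (chromosome 12, 73901375 to 73947530) was set against Epas1. It had 36 UMIs in Normoxia and 59 UMIs in Hypoxia over all retained cells, a log2 ratio of 0.20 (-0.43 to 0.84), and -0.074 (-0.95 to 0.85) in endothelial cell-like cells. A difference was not detectable at this depth.

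The third question was whether cells of the NG2 lineage gained smooth muscle genes. No mural-like class existed, so the share of smooth muscle cell-like cells among mural-like cells could not be computed, and all retained cells were used for the other measures, a choice made after the clusters had been seen. Acta2 (chromosome 19, 34241090 to 34255590) had 87 UMIs in Normoxia and 51 UMIs in Hypoxia, a log2 ratio of -1.29 (-1.82 to -0.77). The 3 cells with the most Acta2 held 73.6% of these UMIs in Normoxia and 74.5% in Hypoxia. Without the mitochondrial maximum the ratio was 1.41 (1.11 to 1.72), and within cluster 6 it was 1.75 (1.14 to 2.34) from 6 Hypoxia cells. Of the 34 Hypoxia Acta2 UMIs of cluster 6, 1 cell held 30. The direction of Acta2 was therefore not settled by these libraries. The contractile list had a median log2 ratio of -1.31 over 10 genes, below all 10000 random lists matched on expression, and 0.069 without the mitochondrial maximum. Random lists were not matched on cell type, so this rank can follow from the smaller share of cluster 6 in Hypoxia. That cluster held 85 of the 87 Normoxia Acta2 UMIs, and within it the list median was 1.08.

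The HIF target list had a median log2 ratio of 0.37 over 20 genes in all retained cells, above 9938 of 10000 random lists. In endothelial cell-like cells the median was 0.70 over 16 genes, above all 10000 random lists. It was 0.51 in cluster 1, 0.54 in cluster 2 and 1.45 in cluster 8, and -0.25 in cluster 7. Among the other lists over all retained cells, the median was -2.81 for pericyte identity, -1.42 for extracellular matrix and -0.74 for dissociation stress, each below all 10000 random lists. It was 0.14 for cell cycle (percentile 55.4) and -0.020 for interferon response (percentile 31.2). The ranks over all retained cells do not separate a different mix of cells from a change within cells. In endothelial cell-like cells the median was -0.89 for interferon response, -0.64 for dissociation stress and -1.85 for the contractile list, each below all 10000 random lists. It was 0.57 for extracellular matrix (percentile 99.9) and 0.0099 for cell cycle (percentile 51.0). Pericyte identity had 1 gene and gave no median. The contractile median in these cells rested on 7 genes, and free RNA or other cell types in the class were not ruled out as its source. By cluster, dissociation stress was 0.25 in cluster 1, -0.72 in cluster 2, -0.34 in cluster 7 and 0.22 in cluster 8. Its pooled median thus did not hold within each cluster, and its interval left out 0 in cluster 2 only. Interferon response was negative in each, from -1.32 over 3 genes in cluster 7 to -0.49 over 4 genes in cluster 8. In cluster 8 its interval of -1.27 to 0.041 held 0.

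Among the study genes, Cxcl12 (chromosome 6, 117168535 to 117181367) had 265 UMIs in Normoxia and 926 UMIs in Hypoxia, a log2 ratio of 1.29 (1.09 to 1.49). In endothelial cell-like cells its log2 ratio was 1.24 (1.00 to 1.49). By cluster it was 0.74 (0.26 to 1.25) in cluster 1, 0.94 (0.58 to 1.31) in cluster 2 and 1.42 (0.83 to 2.07) in cluster 7. Cluster 8 held 0 and 2 Cxcl12 UMIs. In cluster 6 Cxcl12 had 39 and 3 UMIs, a log2 ratio of -0.62 (-2.96 to 1.03). Its receptor gene Cxcr4 had a log2 ratio of 0.51 (-0.19 to 1.25) over all retained cells. Over the same cells the log2 ratio was -1.66 (-2.18 to -1.16) for Tagln, -2.003 (-3.83 to -0.45) for Myh11 and 0.48 (0.13 to 0.82) for Thy1. In cluster 6 Tagln had the opposite direction, 1.73 (1.12 to 2.31), as it did in cells with Cspg4 or Pdgfrb, 3.90 (2.40 to 5.86). Myh11 had 14 and 2 UMIs in cluster 6, a log2 ratio of 0.27 (-2.91 to 2.39), and 1 and 2 UMIs in cells with Cspg4 or Pdgfrb. T or NK cell-like cells held 32 of the 107 Normoxia and 134 of the 213 Hypoxia Thy1 UMIs, with a log2 ratio of -0.018 (-0.58 to 0.59) among them, and in fibroblast-like cells Thy1 had 37 and 1 UMIs, a log2 ratio of -4.02 (-9.36 to -1.45). Over all retained cells the log2 ratio was -1.92 (-2.92 to -0.998) for Pdgfrb, -3.28 (-4.99 to -1.92) for Cox4i2 and -2.32 (-4.39 to -0.65) for Higd1b. Cnn1 had 7 UMIs in Normoxia and 1 in Hypoxia, a log2 ratio of -3.32 (-8.82 to -0.36), and Cspg4 had 1 and 2 UMIs. The intervals of Egln1, Egln2, Egln3, Vhl and Mki67 held 0. Within cluster 6 the log2 ratio was 1.40 (-0.41 to 2.91) for Pdgfrb, -1.83 (-7.18 to 0.76) for Cox4i2 and -0.62 (-6.03 to 2.11) for Higd1b. In fibroblast-like cells it was 0.019 (-1.39 to 1.29) for Pdgfrb. In cells with Cspg4 or Pdgfrb it was -3.86 (-9.21 to -1.26) for Cox4i2 and -2.80 (-8.21 to -0.0697) for Higd1b, each with 1 Hypoxia UMI. For Pdgfrb, which helped to choose those cells, it was -0.51 (-1.51 to 0.41). The lower sums over all retained cells were thus not shown within cluster 6, nor for Pdgfrb in fibroblast-like cells. Cluster 6 also held 1 Hypoxia UMI each of Cox4i2 and Higd1b, so a fall there was not excluded.

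By the fixed rule of size, applied to all retained cells, the 5 genes highest in Hypoxia were Cdk19 (log2 ratio 3.30), Ntrk2 (3.29), S100a8 (2.65), Igkc (2.58) and Ms4a4b (2.48). The 5 lowest were Igfbp3 (-5.35), Lum (-5.07), Hhip (-4.63), Aspn (-3.96) and Meg3 (-3.64). Cdk19 and Ntrk2 were leading genes of cluster 1, S100a8 of cluster 9, Igkc of cluster 4, Ms4a4b of cluster 3, and Igfbp3 and Hhip of cluster 6. The share of a cluster and a change within its cells were not separated for these genes. Within endothelial cell-like cells the log2 ratio was 4.26 (3.44 to 5.22) for Ntrk2 and 3.40 (2.65 to 4.25) for Cdk19. Lum, Aspn and Meg3 were among the leading genes of no cluster. For Igkc, 1 Hypoxia cell held 6633 of 9726 UMIs, and the log2 ratio without the cell with the most UMIs in each library was 1.19 (1.08 to 1.295).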

Values the study reported

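The study reported Epas1 in 97% of the cells of cluster 30, its pericyte cluster, among 36 clusters of whole-lung cells. It also stated that 90% of tdT cells were pericytes and that 10% were other mural cells.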

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

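The haemoglobin test, the comparison of endothelial cell-like clusters and the test of endothelial markers in cluster 7 were chosen after their results were seen.

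Haemoglobin transcripts, which no comparison used, made up 55.2% of the UMIs of the 80 Normoxia barcodes that the filters left out and 16.5% of those of the 160 Hypoxia barcodes left out. In the retained cells they made up 0.0486% and 0.0209%. Of the haemoglobin UMIs in the barcodes left out, 99.9% lay in 42 barcodes in which haemoglobin exceeded 50% of all UMIs, 28 in Normoxia and 14 in Hypoxia. Droplets with red blood cells may account for this signal. Whether the difference between the libraries came from the exposure, the handling of the tissue or the sort was not tested.

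Epas1 moved in opposite directions in 2 endothelial cell-like clusters, with a log2 ratio of 2.95 (2.25 to 3.73) in cluster 7 and -0.43 (-0.69 to -0.18) in cluster 2. The difference between the clusters was not tested. An unequal mixture of cell types in cluster 7 is a candidate explanation. In this cluster 6 of 20 Normoxia and 1 of 23 Hypoxia cells had a UMI of Dcn, 5 and 0 had one of Col3a1, and 10 and 4 had one of Lgals1. Free RNA gives part of this, since T or NK and B cell-like cells had Dcn in 11.4% (3.79 to 24.6%) of Normoxia and 1.54% of Hypoxia cells, and Col3a1 in 6.82% and 0 of 130. The 30.0% of cluster 7 with Dcn in Normoxia had an interval of 11.9 to 54.3%, which overlaps that background. The other endothelial cell-like clusters had Lgals1 in 2.15% and 3.17% of cells. Sftpc and Scgb1a1 went the other way, with a UMI in 1 and 6 and in 6 and 14 cells of cluster 7. In T or NK and B cell-like cells Sftpc was found in 6.82% and 5.38%, and Scgb1a1 in 20.5% and 37.7%. Scgb1a1 was also a leading gene of cluster 7, a rank that can rest on single cells. Over all retained cells, 1 cell held 5067 of 6942 Scgb1a1 UMIs in Normoxia and 1 held 14567 of 14828 in Hypoxia. Of the Sftpc UMIs in endothelial cell-like cells, 1 cell held 1615 of 1623 in Normoxia and 1 held 368 of 430 in Hypoxia. The cluster of these cells is not given here. Pecam1 had a UMI in 9 of the 20 and 17 of the 23 cells, but also in 25.5% of Normoxia and 20.6% of Hypoxia cells of the fibroblast-like and immune cell-like clusters, so it does not single out endothelial cells. At least 4 of the 11 endothelial markers were detected in 9 of the 20 and 18 of the 23 cells, and among those the Epas1 log2 ratio was 1.79 (1.03 to 2.65). Of these cells 1 of 9 and 0 of 18 had a UMI of Dcn, and as many had one of Col3a1. Lgals1 was detected in 3 and 2 of them, Sftpc in 0 and 4, and Scgb1a1 in 2 and 12. This does not decide, since 5 of 94 Normoxia cells (5.32%, 1.75 to 12.0%) and 3 of 214 Hypoxia cells (1.40%) of the other clusters passed the same minimum, the former above the 5% set as too many before this share was computed, and the cells were few. The mixture and a difference within endothelial cells cannot be told apart here, and an effect of the exposure stays open and untested.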

How the results depend on the processing

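The alternatives that take cluster 6 or endothelial cell-like cells, and every result on endothelial cell-like cells or on shares of other classes, were chosen after the data had been seen.

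Both the choice of cells and the computation moved results. For Epas1 (log2 ratio 0.63 over all retained cells) the ratio was 0.22 with equal weight per cell, 1.63 in cells with a UMI of Cspg4 or Pdgfrb, and 0.072 in endothelial cell-like cells; in the latter it was -0.32 without cluster 7. Cluster 6 gave no Epas1 or Hif1a ratio, since its Hypoxia cells held 0 UMIs of either. For Hif1a the ratio was 1.31 (-1.25 to 4.08) in cells with Cspg4 or Pdgfrb, from 3 and 4 UMIs.

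Acta2 reversed from -1.29 to 1.41 without the mitochondrial maximum, to 4.31 in cells with Cspg4 or Pdgfrb, to 1.75 in cluster 6 and to 1.21 in endothelial cell-like cells. The last rests on 2 and 10 UMIs with an interval of -1.02 to 4.44, so it shows no direction. Without the maximum, 95.3% of the Hypoxia Acta2 UMIs lay in 3 cells, the first with 336 UMIs and 7.00% mitochondrial UMIs, so a few cells set the direction. Another Hypoxia cell, in cluster 6 and with a Pdgfrb UMI, held 30 Acta2 UMIs. These were 30 of the 34 in cluster 6 and of the 32 in cells with Cspg4 or Pdgfrb. Both of those reversals thus rest largely on 1 cell. The contractile list reversed from -1.31 to 0.069 without the maximum, to 0.31 in cells with Cspg4 or Pdgfrb and to 1.08 in cluster 6; it was -1.85 in endothelial cell-like cells and -1.70 with list genes of at least 1 UMI in both libraries. The HIF target list reversed from 0.37 to -0.23 in cells with Cspg4 or Pdgfrb and to -0.48 in cluster 6. It was 0.70 in endothelial cell-like cells. Under 8 alternatives for these cells it ranged from 0.38, with at most 4000 detected genes, to 0.90, without cluster 7. The Epas1 value in cells with Cspg4 or Pdgfrb rests, in Hypoxia, on 1 endothelial cell-like cell. The cause of the list changes, and of the other changes in Epas1 and Hif1a between sets of cells, was not tested. In cells with Cspg4 or Pdgfrb, 12 Hypoxia cells stood against 27 Normoxia cells, and in cluster 6, 6 against 45, so single cells weigh heavily there.

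The difference in pericyte-like share was 0 under each of the 7 other cell filters and clusterings, and -14.0 percentage points with cluster 6 taken as pericyte-like. The difference in Epas1-positive share, 5.09 points with an interval that held 0 (-2.20 to 12.2), was 16.7 (8.45 to 24.7) when cells were thinned to 2000 UMIs. That depth left out 43 Normoxia and 134 Hypoxia cells, against 6 and 35 at 1000 UMIs, so the cells compared also changed. Each thinned value also rests on 1 random draw, whose spread no interval covers. The interval also left out 0 without thinning, at 9.36 (1.89 to 16.7), and without the mitochondrial maximum, at 7.35 (0.662 to 13.8). In cluster 6 it was -6.67 (-18.3 to 39.6), from 3 of 45 and 0 of 6 cells. The difference in T or NK cell-like share fell from 12.1 to 5.93 points without the mitochondrial maximum. The cause was not tested. The difference in endothelial cell-like share was 8.23 points (0.756 to 15.6), and its interval left out 0 under the other clusterings. It held 0 without the mitochondrial maximum (5.72, -0.751 to 12.0), with at most 4000 detected genes (5.99, -1.55 to 13.4) and without the cells Scrublet marked (6.72, -0.791 to 14.1). The smooth muscle cell-like share of mural-like cells gave no value under any alternative. No paired analysis was possible because each group had 1 library.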

Other observations

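The tests of marker depth, of cell types in the sort, of dilution, of the exposure and of the cells that hold Acta2, and the endothelial share of UMIs, were chosen after the result was seen.

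Few cells carried pericyte markers although the labels describe a sort on the NG2 lineage reporter. The shallower cells alone do not explain this, since among the 374 cells at or above the median of 2917 UMIs, 1.34% carried at least 2 of the 4 study markers. Weakly expressed markers can be missed at that depth too, so loss of markers in all cells was not excluded. The filters did not remove such cells in number, since 1.25% of the 240 barcodes left out carried at least 2. Of the retained cells 76.8% lay in endothelial cell-like and immune cell-like clusters. Cells of other types may have entered the sort, the reporter may have been on in those types, or the libraries may hold cells other than the sorted ones, since the study describes a whole-lung preparation and the labels a sort. The study also describes depletion of CD45-positive cells, which does not go with the immune cell-like clusters found here, so these libraries need not be that preparation either. These cannot be told apart, because the reporter transcript was not analysed here, and the shares describe the cells of these libraries, whether sorted or not. Cspg4 itself was rarely seen even where other markers were high, as in 1 Normoxia cell with 13 UMIs of Cox4i2 and 0 of Cspg4.

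Cluster 6 took a larger share of the Normoxia than of the Hypoxia library. Among cells with at least 2000 UMIs the difference was -15.3 percentage points (-20.7 to -10.4), which argues against depth. Relative to B cell-like cells the log2 odds of cluster 6 were -3.70 (-5.38 to -2.27). This argues against dilution by other cell types alone, if B cell-like cells were not among the added types. Fibroblast-like cells and clusters 2, 10 and 12 also took smaller shares of the Hypoxia library, and odds against them were not computed. An effect of the exposure may be involved, but with 1 library per group it cannot be told apart from a difference in animal, digestion or sort.

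Epas1 over all retained cells was higher in the Hypoxia library. Endothelial cell-like cells held 30.9% of the Normoxia and 46.8% of the Hypoxia UMIs, a log2 ratio of 0.60, close to the Epas1 log2 ratio of 0.63. Within these cells the Epas1 ratio was 0.072 (-0.079 to 0.22). The higher sum therefore goes mostly with the larger share of UMIs from endothelial cell-like cells. Changes within clusters that offset each other add little to the sum. Clusters 2 and 7 moved in opposite directions, so the value near 0 does not show that Epas1 was unchanged within each cluster. Whether the exposure changed the share was not tested.

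The direction of the Acta2 ratio may rest on a few cells, since 3 Hypoxia cells held 95.3% of its UMIs without the mitochondrial maximum.

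The Epas1-positive shares given here have all retained cells or endothelial cell-like cells of libraries labelled as sorted as denominator, and the share quoted from the study has the cells of 1 pericyte cluster of whole lung, so no direction is given. The share of pericytes quoted for tdT cells has labelled cells in tissue as denominator, and the pericyte-like share here has retained sequenced cells.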
